A study of Escherichia coli str. K-12 substr. MG1655star with 6 samples. Its data were reported in "Genome-scale Analysis of Escherichia coli FNR Reveals Complex Features of Transcription Factor Binding" (2013).

How the data were processed

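RNA of 6 cultures of E. coli K-12 MG1655 was measured, 2 each of WT without O2, Δfnr (strain PK4811) without O2 and WT with O2. The gas was N2 with 5% CO2 for the anaerobic cultures, and 25% O2 replaced part of the N2 for the aerobic ones. The medium was MOPS with glucose (0.2%), kept at 37 °C. Per the methods of the study, RNA was copied into Cy3-labelled cDNA, hybridized to Roche NimbleGen arrays, scanned, and summarized per gene in NimbleScan with RMA, which corrects background and makes the distributions of the arrays treated together alike. The deposited values are RMA intensity values on a linear scale that the authors made, 1 per gene and array, and which arrays were treated together is not stated. The table of the whole series held the same intensity values as the files of single arrays for all 4254 genes (largest difference 0). The random-probe value in each file was read as background.

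The deposited intensity values were log2-transformed here. The arrays did not share a distribution, since the median deposited value was 9.03, 9.00, 9.00, 9.04, 9.64 and 9.61 (log2) in the order given above, so they were quantile-normalized over all 6 arrays with limma, by a rule fixed before the data were examined. A gene whose value was under 2 times the random-probe value on both arrays of a group was taken as near background there, by a rule chosen after the data were seen, and a fold against such a group is given as a lower bound at 2 times the random-probe value. This applied to 767, 839 and 1133 genes in the 3 groups and to 41, 57 and 96 of the genes called for Δfnr against WT, WT anaerobic against aerobic and Δfnr against WT aerobic. A list's median with such genes at their bound, and with genes near background in both groups at 0, is given beside the median where they differ. Locus tags were matched to symbols for 4243 of 4254 genes, older names were matched through synonyms (yfiD is grcA, yggG is loiP, ygaU is kbp), and 11 tags had no symbol.

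Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided moderated test, all 6 arrays in 1 fit with 3 residual degrees of freedom) and statmod 1.5.0. A gene was called when its Benjamini-Hochberg adjusted p over all genes was under 0.05 and its change at least 2-fold, and "rose" and "fell" are used of called genes. Errors of changes are standard errors of the fit. No test has groups large enough for an exact permutation test or for other splits of the arrays. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 35 lists per comparison, with an estimated correlation and limma's fry as alternatives. The camera test asks whether members changed more than other genes, while fry asks whether they changed at all. With an estimated correlation 0 of the 35 lists passed in any comparison, the smallest adjusted p being 0.214 for Δfnr against WT, 0.104 for WT anaerobic against aerobic and 0.223 for Δfnr against WT aerobic. In that setting camera rests on the 3 residual degrees of freedom, so small p values are hard to reach. The nitrogen starvation list had an estimated correlation of 0.00336, under the preset. Its adjusted p still went from 0.00615 to 0.214 for Δfnr against WT. That no list passed thus need not come from correlation between genes. The lists were fixed before the data were examined. Of these, 6 came from the study, which chose them in part on these arrays, and 29 were written from textbook knowledge with the study's paper at hand, so none is fully independent of it. Textbook lists also share genes with the study lists, among them nikA to nikE, all pyruvate dehydrogenase genes and hycA to hycI. Where they do, they are not separate support.

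Genes were named by a rule fixed before the data were examined, namely fnr, the 10 largest rises and falls of each main comparison among called genes that changed the same way in every pair of arrays (leaving out genes without a symbol and insertion sequence genes), up to 4 members of each list described, the 10 largest sums among genes that rose without O2 and further in Δfnr, and the 5 largest rises and falls of Δfnr against WT aerobic. Genes outside the rule are marked as named after their values were seen. The correlation and the overlap of the FNR and O2 responses were set beside 100 simulated data sets without effects that kept the shared arrays, and the controls were not split, since each part would hold 1 array. The calls shared by the 2 comparisons with WT aerobic cells were set beside such a simulation after they were seen.

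The test was tested on simulated data with 200 changed genes. It called 88 of 100 genes changed by 1.5 (log2) and 96 of 100 changed by 2, with 1 false call, and 0 genes in an unchanged comparison. All simulated arrays of a gene had the same spread, while the measured Δfnr arrays varied more than the others. These figures therefore need not hold for comparisons with Δfnr. Calls under 4 scalings and the count at the study's threshold had been looked at before the alternatives were run, while the setting used here had been fixed in advance. Alternatives were the values as deposited, median centring, cyclic loess, the 2 groups alone, other variance priors, a filter on dim genes, other thresholds, each array left out, and the replicate number as a block. A slide block was left out, since by the array names each anaerobic group appeared to lie on a slide of its own and the aerobic slides are not known. Other background corrections were left out, since the values are per gene. Intervals of medians (95%) come from 10000 resamplings of the members. They treat the genes as independent and do not measure variation between cultures. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.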

Results

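The transcripts of Escherichia coli K-12 MG1655 were measured on 6 one-colour expression arrays, 2 for each of 3 groups. The groups were the wild type (WT) grown without O2, a Δfnr strain grown without O2, and the WT grown with O2. FNR, the product of fnr, is a transcription factor whose iron-sulfur cluster is destroyed by O2, so the comparisons ask which genes need FNR in anaerobic cells and which genes respond to O2. Each array carried RNA of its own culture, grown at 37 °C in minimal medium with 0.2% glucose to an optical density of 0.3 without O2 or 0.35 with O2. Each array gave a value for the same 4254 genes, and 4249 of them were summarized from 16 spots. The median intensity as deposited was 522 and 511 on the WT anaerobic arrays, 513 and 526 on the Δfnr arrays, and 796 and 780 on the WT aerobic arrays. The probes of random sequence, which report background, read 115 and 115 on the WT anaerobic arrays, 115 and 126 on the Δfnr arrays, and 246 and 243 on the WT aerobic arrays. Genes that read under 2 times the random-probe value made up 19.5% and 19.7% of genes on the WT anaerobic arrays, 22.5% and 29.4% on the Δfnr arrays, and 28.1% and 28.1% on the WT aerobic arrays. The difference between replicate arrays had an SD across genes of 0.18 (log2) in the WT anaerobic group, 0.39 in the Δfnr group and 0.13 in the WT aerobic group. Between the 2 Δfnr arrays 113 genes differed by over 2-fold, 27 of them higher and 86 lower on the second array, while no gene did so in the other groups. With 2 arrays per group, the number of arrays limits the precision of every value.

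The fnr transcript (b1334) was at background in the Δfnr strain. Its normalized log2 intensity was 11.42 and 11.19 in WT anaerobic cells, 7.33 and 7.69 in Δfnr cells and 10.61 and 10.45 in WT aerobic cells, which was 20.9 and 18.0 times, 1.09 and 1.21 times, and 7.46 and 6.73 times the random-probe value of each array. The fall in Δfnr cells was -3.79 ± 0.16 (log2, standard error of the fit, n = 2 arrays per group), or at least 8.10-fold, with an adjusted p of 5.88e-05. Between WT anaerobic and WT aerobic cells fnr differed by 0.77 ± 0.16 (adjusted p = 0.0141), under the 2-fold minimum. The position of the probes within fnr was not analysed here.

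**Figure D1:**
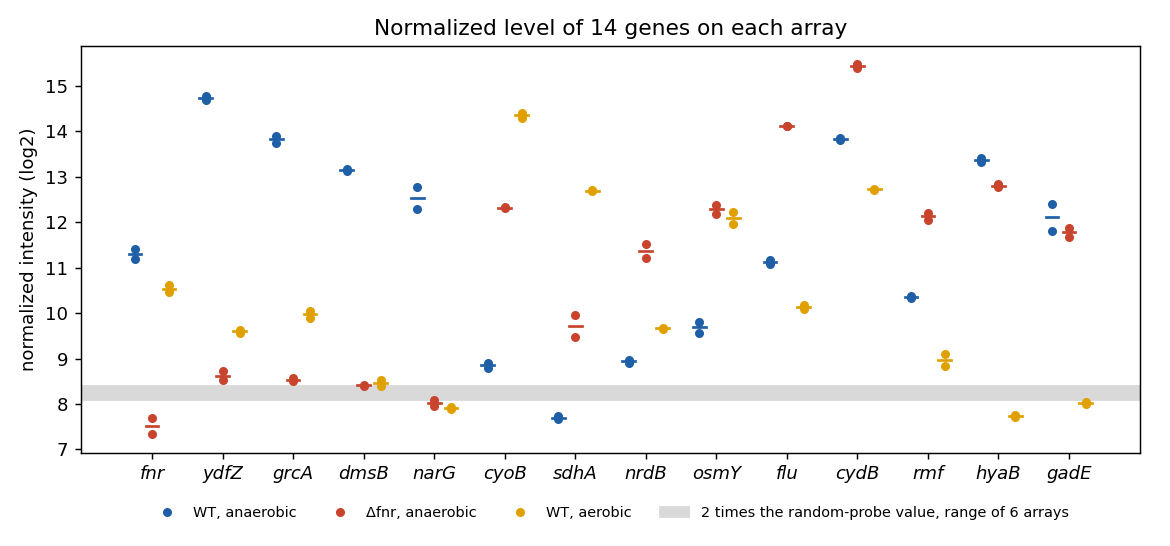
Normalized intensity (log2) of 14 genes on each of the 6 arrays, with points for arrays, bars for group means, and a grey band for 2 times the random-probe value over the 6 arrays. The fnr transcript lies in or under the band on both Δfnr arrays, ydfZ fell by 6.11 and cyoB rose by 3.47 in Δfnr compared with WT anaerobic cells.

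Δfnr and WT cells, both grown without O2, were compared to find the transcripts that depend on FNR (n = 2 arrays each, values as log2 change ± standard error of the fit). The 10 largest falls included fnr itself, given above. The small protein gene ydfZ fell by 6.11 ± 0.11 (69.1-fold), and grcA, which encodes a spare part that repairs pyruvate formate-lyase, fell by 5.29 ± 0.11 (39.1-fold). The DMSO reductase genes dmsA, dmsB and dmsC fell by 4.34 ± 0.10, 4.74 ± 0.10 and 3.68 ± 0.11, and their paralogs ynfF and ynfG fell by 4.19 ± 0.20 and 3.36 ± 0.16. The nitrate reductase genes narG and narH fell by 4.52 ± 0.17 and 3.68 ± 0.20 to a level near background, so their folds are bounds of at least 19.0 and at least 9.75. The largest rises were in the genes of cytochrome bo oxidase, the terminal oxidase of aerated cells, where cyoA rose by 2.48 ± 0.22, cyoB by 3.47 ± 0.10, cyoC by 3.41 ± 0.11, cyoD by 3.09 ± 0.12 and cyoE by 2.22 ± 0.11. The surface adhesin gene flu (antigen 43) rose by 2.99 ± 0.10, the periplasmic stress protein gene osmY by 2.60 ± 0.15, the aerobic ribonucleotide reductase gene nrdB by 2.43 ± 0.13, the entericidin gene ecnB by 2.35 ± 0.12 and the D-amino acid dehydrogenase gene dadA by 2.12 ± 0.13. In limma's moderated test the adjusted p of these genes ran from 3.58e-06 for ydfZ to 8.79e-04 for cyoA, and each changed the same way in all 4 pairs of arrays. Of 4254 genes 414 passed (185 rose and 229 fell). More genes fell than rose here, but not in every alternative, with 268 risen and 245 fallen on the values as deposited, 265 and 248 with median centring, and 226 and 215 with the 2 groups alone. The count was 257 (146 risen and 111 fallen) without the first WT anaerobic array, 375 (206 and 169) without the second, 402 (201 and 201) and 405 (203 and 202) without each WT aerobic array, and 637 (270 and 367) without the first Δfnr array, the lone array of a group being taken to vary like the other groups. The sample labels give no slide. From the names of the deposited arrays, both WT anaerobic arrays appeared to share a slide and both Δfnr arrays another. Strain and slide thus cannot be told apart.

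Many of the genes that the study placed under direct activation by FNR fell in Δfnr cells. Of 73 such genes 37 fell, 0 rose and 36 missed the call (37 fell adjusted over the list alone), with a median of -1.15 (-0.91 with genes near background at their bound) and an adjusted p of 8.57e-23 in the camera test, or 0.214 with an estimated correlation. The examples ydfZ and grcA are given above, and hcp, a hybrid-cluster protein, missed the call at -0.94 ± 0.17. The study chose this list in part on these arrays, so it is not independent evidence of direction. Among 43 genes of anaerobic respiratory reductases and dehydrogenases 20 fell, 0 rose and 23 missed (20 fell adjusted over the list alone; adjusted p = 2.01e-10, and 0.214 with an estimated correlation). All 20 also stand in the list of direct activation, dmsB and narG among them, and the C4-dicarboxylate transporter gene dcuA missed at -0.94 ± 0.12. Of 6 genes of nickel uptake, which supplies the hydrogenases, 5 fell (5 adjusted over the list alone). The transporter subunit genes nikC and nikE fell by 3.08 ± 0.20 and 2.15 ± 0.10 (at least 3.45-fold), nikA, nikB and nikD, named after their values were seen, fell 2.71-fold, at least 1.81-fold and 3.99-fold, and nikR read 0.54 ± 0.18 with both groups near background. The nickel list had an adjusted p of 7.81e-04, or 0.214 with an estimated correlation. All 5 fallen genes also stand in the list of direct activation, so it is not separate support. Mixed acid fermentation did not pass as a list (adjusted p = 0.0656, and 0.465 with an estimated correlation), with 2 of 9 genes fallen (2 adjusted over the list alone), grcA and the formate channel gene focA at -1.36 ± 0.18, while the acetate kinase gene ackA missed at -0.75 ± 0.11.

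Some genes that the study placed under direct repression by FNR, and most targets of the FNR-dependent small RNA FnrS, rose in Δfnr cells. Of 38 genes under direct repression 11 rose, 1 fell and 26 missed (11 and 1 adjusted over the list alone; median 0.64, adjusted p = 3.29e-05, and 0.371 with an estimated correlation). Among them nrdB rose as above and aceF, a subunit gene of pyruvate dehydrogenase, rose by 1.80 ± 0.10, the gene that fell was fnr itself, and the histidine synthesis gene hisG missed at 0.99 ± 0.17. Of 16 FnrS targets 11 rose and 0 fell (11 adjusted over the list alone; median 1.21, adjusted p = 5.55e-08, and 0.214 with an estimated correlation). In this list cydC, which encodes a subunit of a transporter needed for cytochrome assembly, rose by 1.85 ± 0.14, the protease gene loiP by 1.76 ± 0.12, and the cation antiporter gene chaA missed at 0.94 ± 0.15. The study chose both lists in part on these arrays, so neither is independent evidence of direction.

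Some genes of aerobic carbon oxidation and electron transport rose in Δfnr cells. Of 18 genes of the TCA cycle and glyoxylate shunt 8 rose, 0 fell and 10 missed (8 rose adjusted over the list alone; median 0.97, adjusted p = 5.55e-08, and 0.371 with an estimated correlation). The succinate dehydrogenase genes sdhA and sdhD rose by 2.01 ± 0.16 (at least 3.07-fold) and 1.70 ± 0.21, and the isocitrate dehydrogenase kinase gene aceK missed at 0.98 ± 0.13. Of 4 genes of pyruvate dehydrogenase 3 rose (3 adjusted over the list alone), aceF by 1.80 ± 0.10, lpd by 1.35 ± 0.11 and aceE, named after its value was seen, by 1.08 ± 0.10, while the repressor gene pdhR read 0.01 ± 0.10 (list adjusted p = 0.0145, and 0.416 with an estimated correlation). All 4 also stand in the study's list of direct repression. In aerobic electron transport 8 of 23 genes rose and 0 fell (8 adjusted over the list alone), 5 of them cyo genes and the others cydB of cytochrome bd and cydC and cydD of its assembly (cydD named after its value was seen), while nuoC of the proton-pumping NADH dehydrogenase missed at -0.99 ± 0.11. That list did not pass (adjusted p = 0.721, and 0.779 with an estimated correlation), and its median of -0.0025 differed in sign from its mean of 0.57 and from the test.

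Some stress response genes rose as well. Of 20 genes of the RpoS general stress response, which serves starved and stressed cells, 15 rose and 0 fell (15 adjusted over the list alone; median 1.30, adjusted p = 1.72e-11, and 0.214 with an estimated correlation). Besides osmY at 2.60 ± 0.15, elaB, which encodes a ribosome-binding membrane protein, rose by 1.81 ± 0.12, and the trehalose synthesis gene otsA missed at 0.96 ± 0.10. The genes rpoS, for the sigma factor itself, and katE, for a catalase, were named after their values were seen and rose by 1.47 ± 0.16 and 1.42 ± 0.13. Of 15 heat shock genes 1 rose, the sigma factor gene rpoH by 1.62 ± 0.12, and clpB, a disaggregase gene, missed at 0.79 ± 0.11 (1 rose adjusted over the list alone; median 0.45, adjusted p = 0.00186, and 0.371 with an estimated correlation). Of 34 genes of the nitrogen starvation response 6 rose and 0 fell (6 adjusted over the list alone; adjusted p = 0.00615, and 0.214 with an estimated correlation), with the signal protein gene glnK at 1.87 ± 0.14, the glutamate transport gene gltL at 1.36 ± 0.14 (at least 2.27-fold) and the histidine transport gene hisJ missing at 0.88 ± 0.12. In curli and biofilm 3 of 10 genes rose, flu by 2.99 ± 0.10, the biofilm regulator gene csgD by 1.62 ± 0.11 and csgF, named after its value was seen, by 1.43 ± 0.16 (3 adjusted over the list alone), and the list did not pass (adjusted p = 0.10, and 0.371 with an estimated correlation).

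Formate hydrogenlyase and flagellar genes passed as lists with few called members, and some of these calls rested on single arrays. Of 18 genes of formate hydrogenlyase and hydrogenase maturation 4 rose and 0 fell (4 adjusted over the list alone; adjusted p = 0.00322, and 0.619 with an estimated correlation). The electron transfer subunit gene hycB rose by 1.70 ± 0.16 and the subunit gene hycG by 1.37 ± 0.17, the regulator gene hycA rose by 1.03 ± 0.15 and the nickel insertion gene hypA by 1.03 ± 0.24, and the protease gene hycI missed at 0.99 ± 0.15. Of the risen genes, hycA, hycB and hycG also stand in the study's list of direct repression. The formate hydrogenlyase list did not pass with fry (adjusted p = 0.0522). Without the first Δfnr array it no longer passed with camera (adjusted p = 0.129) and hycA and hypA read 0.87 and 0.66, and without the first WT anaerobic array these 2 genes read 0.95 and 0.88. The call of hypA was also lost without the second WT anaerobic array (adjusted p = 0.0663) and without each WT aerobic array (adjusted p = 0.0517 and 0.0524). Of 52 genes of flagella and chemotaxis 3 fell and 0 rose (3 adjusted over the list alone; median -0.14, or 0 with genes near background at their bound, adjusted p = 0.0122, and 0.214 with an estimated correlation). The regulator gene fliZ fell by 1.73 ± 0.22, the filament cap gene fliD by 1.24 ± 0.24 and the filament chaperone gene fliS, named after its value was seen, by 1.13, while the hook length gene fliK missed at -1.22 ± 0.40. Without the second Δfnr array the calls of fliS and fliD ended, at -0.86 and -0.85, and fliD also lost its call at -1.13 without the first WT anaerobic array (adjusted p = 0.0930) and at -1.35 without the second (adjusted p = 0.0538).

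The 2 Δfnr cultures differed in iron uptake genes, which Fur represses when iron is plentiful. Of these 41 genes 36 read higher on the second Δfnr array than on the first, with a median difference of 0.60 and 12 genes over 2-fold, against a median of 0.04 between the WT anaerobic arrays. The ferric reductase gene fhuF read 8.84 and 12.00 on the Δfnr arrays and 11.75 on average in WT anaerobic cells, so that its change of -1.33 ± 0.89 missed the call (adjusted p = 0.274). As a list iron uptake did not pass (3 rose, 1 fell, also adjusted over the list alone; adjusted p = 0.721, and 0.914 with an estimated correlation). The cluster assembly genes sufA, sufC and sufD rose by 1.36, 1.15 and 1.18, and the siderophore receptor gene fhuE fell by 1.03, with sufC named after its value was seen. Each of these calls ended when some 1 array was left out, among them sufA (0.98) without the second Δfnr array, sufD (0.98) without the first WT anaerobic array and fhuE (-0.66) without the first Δfnr array, and fhuE read -0.97 on the values as deposited, and sufC read 0.84 without the second Δfnr array and 1.05 (adjusted p = 0.0609) without the first WT anaerobic array. Of the 229 genes that fell, 192 lay outside the list of direct activation. These 192 genes read lower on the second Δfnr array than on the first by a median of -0.68, and 165 of them were lower there, against a median difference of -0.07 for the 37 fallen genes inside the list, although the 192 were picked on these same arrays. Without the second Δfnr array 92 of the 192 and 36 of the 37 were still called.

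The O2 response of the WT was measured by comparing anaerobic with aerobic WT cells (n = 2 arrays each, log2 change ± standard error of the fit). The aerobic arrays also had higher random-probe values (246 and 243, against 115 to 126 on the anaerobic arrays). Their cultures were taken at an optical density of 0.35 instead of 0.3. A difference in array processing or culture density thus cannot be told apart from O2 here. The largest rises in anaerobic cells were in the genes of hydrogenase 1, which oxidizes hydrogen, where hyaA rose by 5.62 ± 0.13 (49.0-fold), hyaB by 5.64 ± 0.10 (at least 32.5-fold), hyaC by 5.51 ± 0.09, hyaD by 5.37 ± 0.12 (at least 36.4-fold) and hyaF by 4.55 ± 0.13 (at least 22.2-fold). The gene appC of cytochrome bd-II oxidase rose by 5.14 ± 0.12 (35.4-fold), ydfZ by 5.13 ± 0.11 (35.1-fold), dmsB by 4.69 ± 0.10 (25.8-fold), narG by 4.62 ± 0.17 (at least 18.2-fold) and ynfF by 4.55 ± 0.20 (at least 19.1-fold). The largest falls were in cytochrome bo oxidase, with cyoB at -5.50 ± 0.10 (45.3-fold), cyoC at -5.50 ± 0.11, cyoD at -5.13 ± 0.12, cyoE at -4.02 ± 0.11 and cyoA at -3.60 ± 0.22, and in succinate dehydrogenase, with sdhA at -5.00 ± 0.16 (at least 24.4-fold), sdhD at -4.48 ± 0.21 (22.3-fold), sdhC at -3.72 ± 0.23 and sdhB at -3.72 ± 0.12. The nucleoside diphosphate kinase gene ndk fell by 3.72 ± 0.16 (13.2-fold). Each of these genes changed the same way in all 4 pairs of arrays. In all 327 of 4254 genes passed, of which 192 rose (58.7%) and 135 fell. On the values as deposited the median of all genes moved by -0.71 and 1053 genes passed, 9.02% of them as rises, so the changes here are relative to that shift, and with median centring the median was -0.10.

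Many genes of anaerobic respiration, fermentation and hydrogen metabolism rose without O2. Of the 73 genes under direct activation by FNR 41 rose and 0 fell (41 adjusted over the list alone; median 1.12, or 0.79 with genes near background at their bound, adjusted p = 9.08e-21, and 0.104 with an estimated correlation), with ydfZ and dmsB as above and ynjA missing at 0.93 ± 0.20. This list was chosen in part on these arrays and is not independent evidence of direction. Of 43 genes of anaerobic respiration 22 rose and 0 fell (22 adjusted over the list alone; adjusted p = 2.41e-12, and 0.104 with an estimated correlation), dmsB and narG among them, and dcuA missed at 0.91 ± 0.12. Of 9 genes of mixed acid fermentation 7 rose and 0 fell (7 adjusted over the list alone; median 1.81, adjusted p = 1.84e-08, and 0.109 with an estimated correlation), with grcA at 3.85 ± 0.11, the phosphotransacetylase gene pta at 2.76 ± 0.10 and the activating enzyme gene pflA missing at 0.29 ± 0.10. Of 14 genes of hydrogenases 1 and 2 12 rose and 0 fell (12 adjusted over the list alone; median 2.67, or 2.57 with such genes at their bound, adjusted p = 6.35e-14, and 0.104 with an estimated correlation), while hybF, a maturation gene, read 0.32 ± 0.23 with both groups near background. Of 18 genes of formate hydrogenlyase and hydrogenase maturation 15 rose and 0 fell (15 adjusted over the list alone; median 1.69, or 1.41 with such genes at their bound, adjusted p = 4.86e-11, and 0.236 with an estimated correlation), with hycF at 3.69 ± 0.16 (at least 9.57-fold), the large subunit gene hycE at 3.15 ± 0.27 (at least 6.22-fold) and hydN missing at 0.91 ± 0.17. Of 6 nickel uptake genes 3 rose (3 adjusted over the list alone; adjusted p = 5.17e-04, and 0.141 with an estimated correlation), nikE by 1.97 ± 0.10 (at least 3.30-fold), nikD by 1.68 ± 0.14 and nikC, named after its value was seen, by 1.54 ± 0.20, while nikB missed at 0.92 ± 0.12.

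Most acid resistance genes rose without O2 as well. Of 17 genes 16 rose and 0 fell (16 adjusted over the list alone; median 1.87, adjusted p = 2.00e-15, and 0.104 with an estimated correlation). The activator gene gadE rose by 4.08 ± 0.20 (at least 13.5-fold) and the outer membrane lipoprotein gene slp by 3.10 ± 0.14, while the arginine decarboxylase gene adiA missed at 0.25 ± 0.14. The 38 genes under direct repression by FNR moved both ways, with 19 risen and 5 fallen (19 and 5 adjusted over the list alone; median 0.90, or 0.57 with genes near background at their bound, adjusted p = 9.79e-04, and 0.290 with an estimated correlation). In that list gadE and hycF rose most, lpd fell by 1.58 ± 0.11, and nrdA of the aerobic ribonucleotide reductase missed at -0.79 ± 0.20. The study chose the list in part on these arrays, so it is not independent evidence of direction.

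Nearly all genes of the TCA cycle and some other genes of aerobic metabolism fell without O2. Of 18 genes of the TCA cycle and glyoxylate shunt 17 fell and 0 rose (17 adjusted over the list alone; median -3.18, adjusted p = 7.20e-18, and 0.152 with an estimated correlation), and the malate synthase gene aceB missed at -0.87 ± 0.11. In aerobic electron transport 11 of 23 genes fell and 3 rose (11 and 3 adjusted over the list alone; median -0.98, adjusted p = 1.84e-08, and 0.104 with an estimated correlation). The genes that rose were ndh, for the non-pumping NADH dehydrogenase, by 2.38 ± 0.15, and cydA and cydB of cytochrome bd, an oxidase with high affinity for O2, by 1.43 ± 0.10 and 1.11 ± 0.10 (cydA named after its value was seen), and nuoL missed at -0.98 ± 0.15. The study listed ndh as directly repressed by FNR and as unchanged between WT anaerobic and aerobic cells. Here ndh rose without O2 and was not called in Δfnr cells, which departs from the study, and the reason was not tested. Of 7 genes of Isc iron-sulfur cluster assembly 2 fell (2 adjusted over the list alone; adjusted p = 4.95e-05, and 0.141 with an estimated correlation), the regulator gene iscR by 2.72 ± 0.18 and the desulfurase gene iscS by 1.17 ± 0.11, while the scaffold gene iscU missed at -0.89 ± 0.12. On the values as deposited neither the electron transport list nor the Isc list passed (adjusted p = 0.0533 for each), and with median centring iscS and aceF read -0.93 and -0.92 and were not called. Of 16 FnrS targets 3 fell (3 adjusted over the list alone; median -0.66, adjusted p = 9.16e-06, and 0.141 with an estimated correlation), the copper resistance family gene yebZ by 1.56 ± 0.13, the pterin epimerase gene folX by 1.51 ± 0.14 and loiP, named after its value was seen, by 1.28 ± 0.12, while folE missed at -0.95 ± 0.11. The study chose that list in part on these arrays, so it is not independent evidence of direction. In pyruvate dehydrogenase lpd and aceF fell by 1.58 ± 0.11 and 1.16 ± 0.10, pdhR rose by 2.70 ± 0.10 and aceE missed at -0.70 ± 0.10, and the list did not pass (2 fell and 1 rose adjusted over the list alone; adjusted p = 0.147, and 0.463 with an estimated correlation).

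Some genes of CRP-controlled sugar use and of the nitrogen starvation response also fell without O2 in the WT. Of 35 genes of CRP-controlled sugar use 7 fell and 0 rose (7 adjusted over the list alone; median -0.36, adjusted p = 3.62e-05, and 0.104 with an estimated correlation), with the maltose uptake genes lamB at -2.07 ± 0.10 and malE at -2.01 ± 0.14 and the ribose transport gene rbsC missing at -0.78 ± 0.10. Of 34 genes of the nitrogen starvation response 4 fell (4 adjusted over the list alone; median -0.48, adjusted p = 2.66e-05, and 0.104 with an estimated correlation), the amino acid binding protein genes argT by 2.17 ± 0.13 and gltI by 1.11 ± 0.11, the ammonium channel gene amtB by 1.32 ± 0.21 and its regulator gene glnK by 1.05 ± 0.14, of which gltI and glnK were named after their values were seen. Leaving out any 1 of the 4 WT arrays ended the call of amtB (adjusted p from 0.0522 to 0.0623), and the smallest change of glnK with 1 array left out was -0.95, under the 2-fold minimum. Of 41 iron uptake genes 5 rose and 0 fell (4 adjusted over the list alone), and the list did not pass (adjusted p = 0.142, and 0.759 with an estimated correlation). These were the ferrous iron uptake gene feoA at 3.06 ± 0.40 (at least 7.47-fold), bfd at 1.48 ± 0.20, fhuF at 3.91 ± 0.89 (at least 10.5-fold), exbB at 3.39 ± 0.59 and tonB at 1.87, with bfd and tonB named after their values were seen. The calls of fhuF, exbB and tonB each ended on leaving out any 1 of the 4 WT arrays, with changes that stayed from 3.77 to 4.02, from 3.38 to 3.43 and from 1.78 to 1.95, and that of fhuF also ended with loess (3.52, adjusted p = 0.0610). All groups share the error of a gene, so the spread between the Δfnr arrays enters these WT changes. For fhuF the SD was 2.23 in Δfnr and 0.16 in WT anaerobic cells. Without each Δfnr array tonB stayed called, at 1.86 and 1.87. Of 20 RpoS genes 1 fell, osmY at -2.40 ± 0.15 (1 adjusted over the list alone; median -0.28, adjusted p = 0.0148, and 0.290 with an estimated correlation), and the list did not pass on the values as deposited (adjusted p = 0.137) or with median centring (adjusted p = 0.314).

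**Figure D2:**
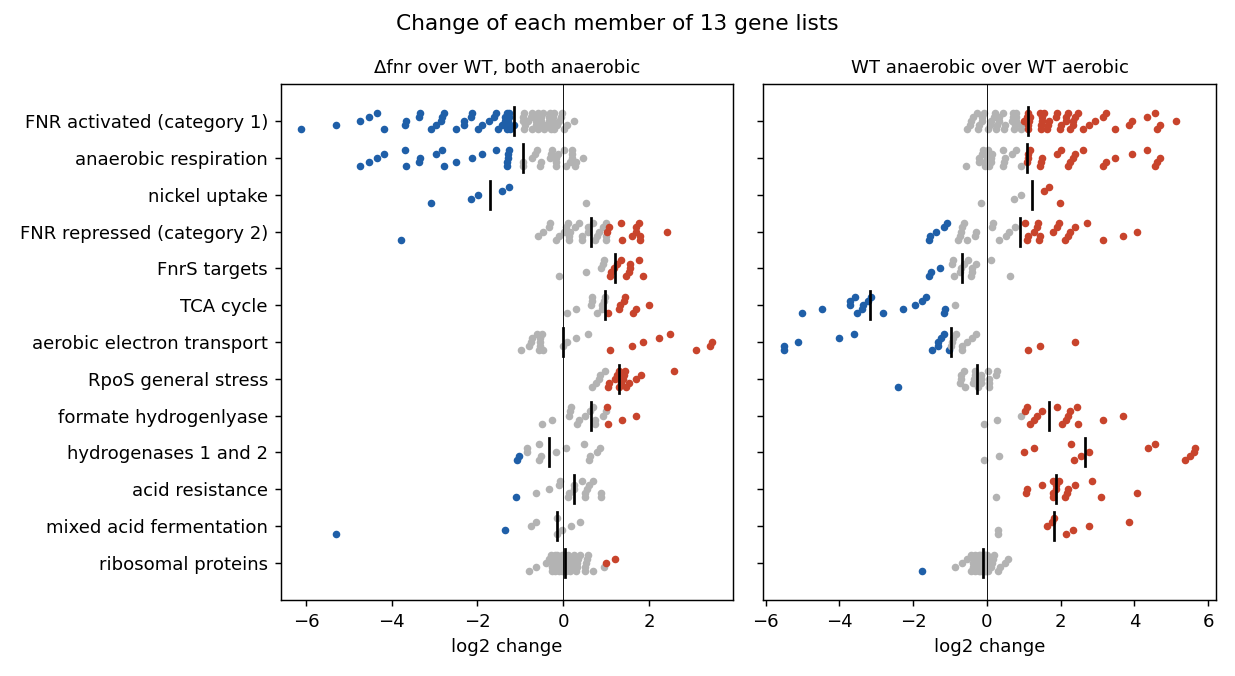
Log2 change of each measured member of 13 gene lists in Δfnr over WT anaerobic cells and in WT anaerobic over WT aerobic cells, with members that rose in red, fell in blue or missed the call in grey, and a black bar at the list's median. In the panel of WT anaerobic over WT aerobic cells the TCA cycle and glyoxylate shunt has its median at -3.18 and hydrogenases 1 and 2 at 2.67, and the direction of the ribosomal protein genes there (median -0.11) turned to a rise with median centring.

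The responses to FNR and to O2 were set side by side, since a gene activated by FNR can be higher without O2 and lower in Δfnr cells. Of the genes called in both comparisons 47 rose without O2 and fell in Δfnr cells, ydfZ, dmsB, narG and ynfF among them, and 37 fell without O2 and rose in Δfnr cells, cyoB, sdhA and osmY among them. Independent lists of these sizes would share 10.3 and 5.87 genes, and simulated arrays without effects, in which few genes are called, shared 0.01 and 0.01 on average. The first value leaves out the shared WT anaerobic arrays and the other the effects, so part of the excess can come from the shared arrays. Another 8 genes rose without O2 and rose further in Δfnr cells, against 8.35 for independent lists, and 0 genes fell in both, against 7.27. The 8 genes were cydX and cydB of cytochrome bd, which rose by 1.80 ± 0.16 and 1.11 ± 0.10 without O2 and by 1.72 ± 0.16 and 1.60 ± 0.10 more in Δfnr cells, the ribosome hibernation gene rmf (1.39 ± 0.13 and 1.78 ± 0.13), the membrane protein gene yhiM (2.17 ± 0.13, at least 3.49-fold, and 1.12 ± 0.13), and hycB, hycG, hycA and hypA. The last 4 genes rose without O2 by 1.28 ± 0.16 (at least 1.31-fold), 1.35 ± 0.17 (at least 1.38-fold), 1.03 ± 0.15 and 1.49 ± 0.24, and their changes in Δfnr cells are given above. The change of yhiM in Δfnr cells was 0.97 without the first WT anaerobic array. The rise of hypA without O2 lost its call without the second WT anaerobic array (adjusted p = 0.0670) and without each WT aerobic array (adjusted p = 0.0625 and 0.0540), and that of hycA read 0.95, 0.96 and 0.92 without the second WT anaerobic, the second Δfnr and the second WT aerobic array. On the values as deposited the rises of cydB, rmf, hycA, hycB, hycG and hypA without O2 read 0.76, 0.73, 0.25, 0.41, 0.49 and 0.79 and were not called, and that of hycA was also not called with median centring (0.86), loess (0.81) or the 2 groups alone (0.91). On the values as deposited the 4 counts were 28, 106, 4 and 6, in the order 47, 37, 8 and 0, and with median centring 14 genes rose in both. The count of genes that fell in both comparisons was 8 without the first Δfnr array and 1 without the second. Across genes, which are not independent replicates, the change without O2 and the change that FNR brought (WT over Δfnr) had a Pearson r of 0.310 and a Spearman rho of 0.120. Simulated arrays without effects gave 0.498 for r, since both comparisons share the WT anaerobic arrays. The covariance was 0.141 against 0.0123 in the simulation. The simulation gave all arrays of a gene the same spread. In the data the difference between replicate arrays had an SD of 0.39 for Δfnr, 0.18 for WT anaerobic and 0.13 for WT aerobic. The simulated values thus do not match these arrays, and no conclusion is drawn from the distance between 0.310 and 0.498.

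**Figure D3:**
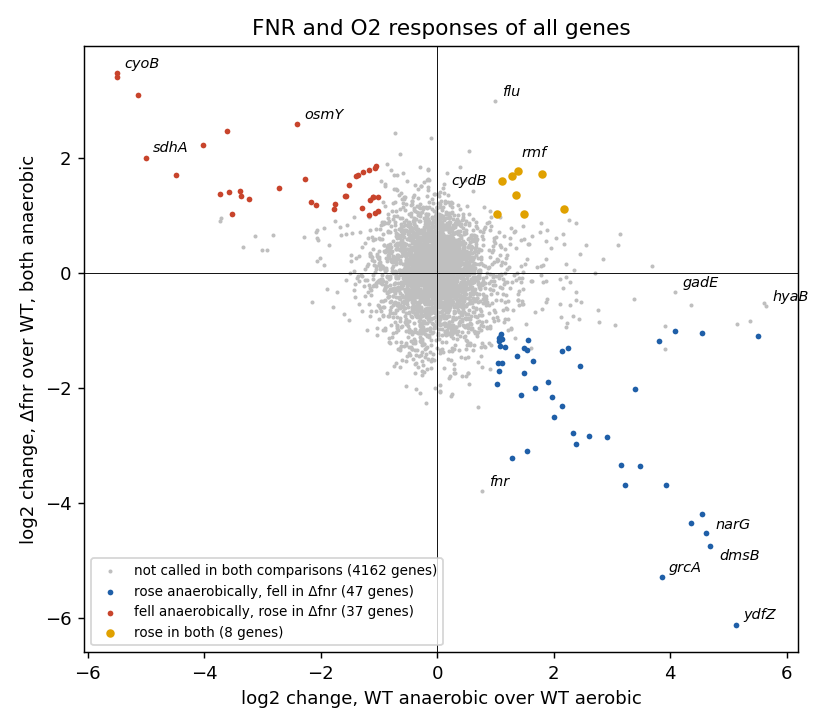
Log2 change of each gene in WT anaerobic over WT aerobic cells (x axis) and in Δfnr over WT anaerobic cells (y axis). Blue marks the 47 genes that rose without O2 and fell in Δfnr cells, red the 37 that fell without O2 and rose in Δfnr cells, yellow the 8 that rose in both, and grey all other genes.

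Anaerobic Δfnr cells were compared with aerobic WT cells to see which part of the O2 response was present without FNR (n = 2 arrays each). Strain and O2 differ together, and array processing and culture density cannot be told apart from O2, as above. Hydrogenase 1 and cytochrome bd-II genes were still far higher without O2, with hyaA at 5.10 ± 0.13 (34.3-fold), hyaB at 5.07 ± 0.10 (at least 21.9-fold), hyaD at 4.53 ± 0.12 (at least 20.4-fold), hyaC at 4.42 ± 0.09 (21.5-fold) and appC at 4.27 ± 0.12 (19.3-fold). The largest falls were fnr itself at -3.02 ± 0.16 (at least 4.74-fold), the succinate dehydrogenase genes sdhA at -2.99 ± 0.16, sdhC at -2.81 ± 0.23 and sdhD at -2.77 ± 0.21, and the aldehyde dehydrogenase gene aldA at -2.88 ± 0.11 (7.36-fold). Of 14 genes of hydrogenases 1 and 2 13 rose (13 adjusted over the list alone; adjusted p = 1.63e-10, and 0.223 with an estimated correlation), of 18 genes of formate hydrogenlyase 16 rose (16 adjusted over the list alone; adjusted p = 3.93e-10, and 0.255 with an estimated correlation), and of 17 acid resistance genes 15 rose (15 adjusted over the list alone; adjusted p = 3.01e-10, and 0.223 with an estimated correlation). In the TCA cycle and glyoxylate shunt 12 of 18 genes fell (12 adjusted over the list alone; adjusted p = 3.93e-10, and 0.255 with an estimated correlation), and of the RpoS genes 8 of 20 rose (8 adjusted over the list alone; adjusted p = 6.60e-08, and 0.223 with an estimated correlation). In aerobic electron transport 18 of 23 genes fell and 4 rose (adjusted p = 0.00011, and 0.223 with an estimated correlation). On the values as deposited that list did not pass (adjusted p = 0.316). In mixed acid fermentation 5 of 9 genes rose and 1 fell (adjusted p = 0.00156, and 0.255 with an estimated correlation). Of the 73 genes under direct activation by FNR 6 rose and 6 fell (6 and 6 adjusted over the list alone), and the list, which the study chose in part on these arrays, did not pass (adjusted p = 0.329, and 0.660 with an estimated correlation). Of the 38 genes under direct repression, a list chosen likewise, 21 rose and 1 fell (adjusted p = 5.22e-08, and 0.223 with an estimated correlation). In this comparison 704 of 4254 genes passed, 319 risen and 385 fallen, and the count was 459 (240 risen and 219 fallen) without the second Δfnr array and 934 without the first. Rises also outnumbered falls with median centring (427 and 405) and without each WT aerobic array (320 and 256, 322 and 260). On the values as deposited the median of all genes moved by -0.68 and 1634 genes passed, 120 risen and 1514 fallen. Of the 192 genes that rose without O2 in the WT, 117 also rose in Δfnr cells, 72 were not called and 3 fell, and of the 135 that fell, 80 also fell, 55 were not called and 0 rose. Independent lists of these sizes would share 14.4 rises and 12.2 falls, and simulated arrays without effects, in which few genes are called, shared 0 and 0. The first values leave out the shared arrays and the others the effects. Both comparisons use the same WT aerobic arrays, so part of the 117 and 80 can come from them. The difference between these responses is the comparison of Δfnr with WT anaerobic cells given above.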

Values the study reported

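The study reported 214 differentially expressed genes within 134 operons when its Δfnr and WT arrays were compared. It placed 122 operons among those whose expression differed with FNR, as operons shared between its expression data sets. These were these arrays, RNA-seq and previously published arrays. With FNR binding mapped by ChIP-seq as further evidence, it classed 32 operons as directly activated and 21 as directly repressed by FNR.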

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

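The ordinary-t count, the moderated count on 4 deposited arrays and the filter on genes near the random-probe value were chosen after seeing the data. On the values as deposited 1053 genes passed for WT anaerobic against aerobic and 1634 for Δfnr against WT aerobic, where the deposited medians differ, and the overlap of the FNR and O2 calls was 144 genes, with 28 that rose without O2 and fell in Δfnr, 106 the other way, 4 that rose in both and 6 that fell in both. With no fold minimum, a looser call by construction, 1672, 1165 and 2212 genes passed in the 3 comparisons. On 4 deposited arrays at 2-fold and an unadjusted p under 0.01, an ordinary unmoderated statistic gave 125 genes for Δfnr against WT. With median centring 14 genes rose in both, and the ribosomal protein list turned to a rise for WT anaerobic against aerobic (adjusted p = 0.00568). An estimated correlation, with which camera rests on the 3 residual degrees of freedom, left 0, 0 and 0 lists passing in the 3 comparisons. The fry test, which asks another question than camera, left 23 for Δfnr against WT, without formate hydrogenlyase (adjusted p = 0.0522). Except where named, the cause was not tested.

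Leaving out 1 array, with the lone array of a group taken to vary like the others, gave 257 (without the first WT anaerobic array) to 637 (without the first Δfnr array) genes for Δfnr against WT, 282 to 329 for WT anaerobic against aerobic, and 459 (without the second Δfnr array) to 934 (without the first) for Δfnr against WT aerobic. The correlation ran from 0.214 (without the first Δfnr array) to 0.412 (without the second), and the genes that fell in both from 0 to 8 (8 without the first Δfnr array). The fnr change stayed between -3.89 and -3.55. Of 142 results on named genes, 29 lost the call without some array, 13 did so on the values as deposited, 7 with median centring, 7 with loess and 6 with the 2 groups alone, and none reversed in any alternative. Of 51 lists that passed, 10 lost the call on the values as deposited and 5 with median centring. With the replicate number as a block, the 3 comparisons gave 424, 333 and 705 genes and the overlap 92. That pairing was not used, as deviations of replicates correlated by 0.217, 0.00226 and 0.0129 between groups. Loess, trend, robust, dim-gene, near-background and 2-group fits kept each count within 1.5 times its value. A slide block and background corrections were not run. Signal over background limits the folds of 41 genes called for Δfnr against WT to bounds.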

Other observations

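The count at the study's threshold and the tests of explanations below were chosen after the result was seen, except the test of 5 genes that fall when iron is short. Genes of some other groups also changed. In glycolysis the pyruvate kinase gene pykA fell by 1.61 ± 0.10 in Δfnr cells and rose by 2.46 ± 0.10 without O2 in the WT, and the mutase gene gpmA rose by 1.47 ± 0.13 in Δfnr cells. The glycolysis list did not pass for Δfnr against WT (1 of 13 rose and 1 fell, also adjusted over the list alone; adjusted p = 0.162, and 0.619 with an estimated correlation) and passed for WT anaerobic against aerobic (1 rose, also adjusted over the list alone; adjusted p = 0.00431, and 0.247 with an estimated correlation). The cluster regulator gene iscR rose by 1.49 ± 0.18 in Δfnr cells, as did the superoxide dismutase genes sodC by 1.51 ± 0.14 and sodB by 1.18 ± 0.10, while the Isc and oxidative stress lists did not pass (adjusted p = 0.776 and 0.721, and 0.858 and 0.779 with an estimated correlation). The acetolactate synthase genes ilvB and ilvN fell by 2.29 ± 0.11 and 1.16 ± 0.12 without O2, and the branched-chain amino acid list did not pass (adjusted p = 0.772, and 0.781 with an estimated correlation). The study's lists of FNR-bound operons without an FNR-dependent change did not pass with camera for Δfnr against WT. None of the nitrate or CRP genes was called (list adjusted p = 0.0656 and 0.721). In the Fur list (adjusted p = 0.441) nohA and garP fell by 1.59 and 1.16. They read -0.98 and -0.64 without the second Δfnr array. Without O2 the nitrate and Fur lists passed (adjusted p = 0.0333 and 0.0247), the nitrate list not with median centring (0.0604).

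At the study's stated fold and p, the moderated test on the 4 anaerobic arrays as deposited gave 434 genes, of which 263 rose, and an ordinary unmoderated statistic gave 125. The first is higher and the other lower than the number of genes quoted from the study above.

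The iron uptake genes were higher on the second Δfnr array than on the first, by a median of 0.60 over 41 genes. Of 10000 random lists of genes of like brightness 0% reached that median, the highest being 0.29, which argues against an array effect shared by genes of like brightness. Less available iron in the second culture might raise these genes, but sodB, ftnA, bfr, fumA and cysE, which fall when iron is short, had a median difference of -0.057 (range -0.21 to 0.08), too small to decide. Which Δfnr culture departed from the WT is not settled. Most of the genes that differed most read nearer the second Δfnr array in WT anaerobic cells. Thus fhuF read 8.84 and 12.00 on the Δfnr arrays and 11.75 in the WT, while fecR read 7.67, 9.40 and 8.02, nearer the first. The design holds no group that differs in iron, so beyond the 5 genes above no biological explanation was tested. A difference in medium or handling of either Δfnr culture stays open.

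The 192 genes that fell in Δfnr cells outside the list of direct activation, with a median of -1.26, included fnr itself at -3.79 ± 0.16, and yiaA at -2.26 ± 0.55, eamB at -2.13 ± 0.48, ydcC at -2.09 ± 0.41 and yfjM at -2.09 ± 0.47, named after their values were seen. Loss of activation by FNR could put these genes higher without O2 in the WT. Their median change there was 0.050 (95% interval -0.09 to 0.19), against 2.01 for the fallen genes inside the list, although 16 of the 192 rose. As a set they thus lacked the O2 response of the genes inside the list. This cannot decide the question, since the study lists pyrD, caiF and pitA as directly activated by FNR without a 2-fold O2 change. An array effect stronger on the second Δfnr array stays open, since the 120 such genes that fell in the fit without that array differed between the Δfnr arrays by a median of -0.11 (-0.32 to 0.05) and the 329 that fell without the first by -0.71 (this test replaced one on the 192 genes, which had been picked on both arrays, after the value of that one, -0.68, was seen). Genes next to the 192 on the chromosome had a median of -0.15, against -0.49 beside the fallen genes inside the list, which leaves open whether probe sets moved alone (the test first left out neighbours that had fallen and was redone with all neighbours after its value was seen). Another fallen gene lay next to 19.3% of the 192, against 64.9% of the fallen genes inside the list and 9.65% of random genes. Strain and the slide, as read from the array names, cannot be told apart.

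Of 20 RpoS-controlled genes 15 rose in Δfnr cells, and the median change of all 20 was 1.30. A later growth phase of the Δfnr cultures could raise them, and csgD at 1.62 ± 0.11 and 6 of 34 nitrogen starvation genes rose too. So did rmf at 1.78 ± 0.13, but the study placed rmf under direct repression by FNR. The ribosomal protein genes, which fall as growth slows, had a median change of 0.046 (95% interval -0.03 to 0.11) with 31 higher and 23 lower, which leaves a later growth phase open (the test was first read as arguing against it, and was held to the SD of its members, 0.38, after its value was seen). A difference of 1 Δfnr culture alone is argued against by the median difference between the 2 Δfnr arrays, which was -0.076 (-0.15 to 0.04). What stays open is a later growth phase, a difference between the slides and an effect of FNR itself. Yet by the labels the anaerobic cultures were taken at the same optical density. By the methods of the study both strains also grew equally fast in this medium. The study also placed iraP, whose product keeps the sigma factor RpoS stable, under direct repression by FNR. That link was not tested here. The slides, as read from the array names, coincide with the strain. The pattern is not called biological.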
